# Differential Gene Expression in Soybean Leaf Tissues at Late Developmental Stages under Drought Stress Revealed by Genome-Wide Transcriptome Analysis

**DOI:** 10.1371/journal.pone.0049522

**Published:** 2012-11-19

**Authors:** Dung Tien Le, Rie Nishiyama, Yasuko Watanabe, Maho Tanaka, Motoaki Seki, Le Huy Ham, Kazuko Yamaguchi-Shinozaki, Kazuo Shinozaki, Lam-Son Phan Tran

## Abstract

The availability of complete genome sequence of soybean has allowed research community to design the 66 K Affymetrix Soybean Array GeneChip for genome-wide expression profiling of soybean. In this study, we carried out microarray analysis of leaf tissues of soybean plants, which were subjected to drought stress from late vegetative V6 and from full bloom reproductive R2 stages. Our data analyses showed that out of 46093 soybean genes, which were predicted with high confidence among approximately 66000 putative genes, 41059 genes could be assigned with a known function. Using the criteria of a ratio change > = 2 and a q-value<0.05, we identified 1458 and 1818 upregulated and 1582 and 1688 downregulated genes in drought-stressed V6 and R2 leaves, respectively. These datasets were classified into 19 most abundant biological categories with similar proportions. There were only 612 and 463 genes that were overlapped among the upregulated and downregulated genes, respectively, in both stages, suggesting that both conserved and unconserved pathways might be involved in regulation of drought response in different stages of plant development. A comparative expression analysis using our datasets and that of drought stressed *Arabidopsis* leaves revealed the existence of both conserved and species-specific mechanisms that regulate drought responses. Many upregulated genes encode either regulatory proteins, such as transcription factors, including those with high homology to *Arabidopsis* DREB, NAC, AREB and ZAT/STZ transcription factors, kinases and two-component system members, or functional proteins, e.g. late embryogenesis-abundant proteins, glycosyltransferases, glycoside hydrolases, defensins and glyoxalase I family proteins. A detailed analysis of the *GmNAC* family and the hormone-related gene category showed that expression of many *GmNAC* and hormone-related genes was altered by drought in V6 and/or R2 leaves. Additionally, the downregulation of many photosynthesis-related genes, which contribute to growth retardation under drought stress, may serve as an adaptive mechanism for plant survival. This study has identified excellent drought-responsive candidate genes for in-depth characterization and future development of improved drought-tolerant transgenic soybeans.

## Introduction

Cultivated soybean (*Glycine max* L.) has been known as one of the major legume crops in the world, providing an abundant source of oil and protein-rich food for both human and animal consumption. The growth and productivity of soybean are adversely affected by various environmental stresses, among which drought stress is considered the harshest, affecting all stages of plant growth and development. Drought stress, which especially occurs at late vegetative stages, may cause significant yield losses, up to 40% in the bad year, and a reduction of seed quality for soybean [1]–[4].

In response to drought stress, plants, including soybean, activate a wide range of defense mechanisms that function to increase tolerance to water limiting conditions. The early events of plant responses to drought stress are the stress signal perception and subsequent signal transduction which lead to the activation of various molecular, biochemical and physiological responses [5]–[11]. With the availability of genomic sequences from various plant species and recent advances in microarray technologies, genes associated with drought/dehydration responses have been identified in a number of plant species, including both model plants, such as *Arabidopsis* [12], and crops, such as rice (*Oryza sativa*) [13], [14]. However, despite that the soybean genomic sequence was completed several years ago [15], and subsequently the 66 K Affymetrix soybean array platform, which covers all of the soybean genes annotated by the Glyma1 model, was designed by a US consortium, comprehensive genome-wide analysis of the soybean transcriptome under drought stress remained to be determined.

Keeping all these in mind, in this study we have performed a microarray analysis using the 66 K Affymetrix soybean GeneChip to gain an overall picture of transcriptome-wide changes in soybean leaves under drought stress. In this study, we imposed drought stress on soybean plants from late vegetative stage (V6) till early bloom reproductive stage (R1) and during full bloom R2 stage, and examined differential gene expression in V6 and R2 leaves of soybean plants grown under well-watered and drought conditions. The period from late V6 stage toward the end of R2 stage is known as one of critical periods that hurts yield (http://www.okstate.edu/OSU_Ag/oces/timely/soybean.htm), giving rise to the need of studying mechanisms of soybean responses to drought stress during this period aimed at developing drought-tolerant transgenic soybeans. Since the expression profiles of many genes obtained by qRT-PCR and microarray analysis were in good accordance, this array platform was found to be suitable for a high-throughput genome-wide analysis. Furthermore, the microarray data showed transcriptional changes of various well-known functional and regulatory genes; including transcription factors (TFs), kinases, heat shock proteins, late embryogenesis-abundant (LEA) proteins, osmoprotectant biosynthesis-related proteins, hormone-related proteins, transporters and detoxification enzymes. In addition, we have performed a comparative expression analysis of V6 and R2 microarray datasets to search for the conserved and unconserved sets of genes which are involved in regulation of drought response in different stages of plant development. We have then expanded our comparative analysis to species level to identify conserved and species-specific drought-responsive genes in soybean and *Arabidopsis* by comparing our soybean transcriptome datasets and that of drought stressed *Arabidopsis* leaves. Finally, our interest in research on the functions of the *NAC* TF family members and genes involved in hormone metabolism and hormone signaling pathways under drought stress has prompted us to carry out a detailed analysis of the *GmNAC* TF family and the hormone-related gene category. This study ultimately provides excellent candidates for in-depth characterization and future development of improved drought-tolerant transgenic soybeans.

**Table 1:** Confirmation of microarray data by qRT-PCR analysis.

Names	Glyma ID	V6-D/V6-C						R2-D/R2-C					
		qRT-PCR			Soybean whole transcript array			qRT-PCR			Soybean whole transcript array		
		*Fold change*		*p-value*	*Fold change*		*p-value*	*Fold change*		*p-value*	*Fold change*		*p-value*
*GmSGR1*	*Glyma11g02980*	1.3	UP	0.2055	2	UP	0.0182	2.3	UP	0.0162	2.1	UP	0.0092
*GmSGR2*	*Glyma01g42390*	3.3	UP	0.0043	3.3	UP	0.0019	13.5	UP	0.0002	7.0	UP	0.0003
*GmSARK*	*Glyma13g34100*	4.4	DOWN	0.0072	2.2	DOWN	0.0023	1.6	UP	0.1685	1.5	UP	0.1948
*GmCKX01*	*Glyma19g31620*	275.4	DOWN	0.0058	20.8	DOWN	0.0001	2.4	DOWN	0.0110	1.2	DOWN	0.3199
*GmCKX02*	*Glyma03g28910*	416.5	DOWN	0.0004	24.6	DOWN	0.0003	3.4	DOWN	0.0197	3.7	DOWN	0.1326
*GmCKX12*	*Glyma09g35950*	3.3	UP	0.0682	6.5	UP	0.0061	2.6	DOWN	0.0001	2.4	DOWN	0.0009
*GmCKX13*	*Glyma11g20860*	3629.5	DOWN	0.0259	37.4	DOWN	0.0004	25.0	DOWN	0.0000	9.9	DOWN	0.0026
*GmCKX14*	*Glyma12g01390*	18.4	UP	0.0046	9.3	UP	0.0026	2.4	UP	0.0018	2.5	UP	0.0157
*GmCKX15*	*Glyma04g05840*	416.5	DOWN	0.0183	14.4	DOWN	0.0005	5.6	DOWN	0.0022	1.9	DOWN	0.0424
*GmCKX17*	*Glyma17g34330*	6.8	DOWN	0.0000	3.8	DOWN	0.0019	4.3	DOWN	0.0001	2.8	DOWN	0.0002

## Materials and Methods

### Plant Growth, Drought Treatments and Tissue Collections

Soybean plants (cv. Williams 82) were grown in pots (3 plants per 6-liter pot) containing Supermix (Supermix A, Sakata, Japan). Water was given to the pots once a day under greenhouse conditions (continuous 30°C temperature, photoperiod of 12 h/12 h, 80 µmol m^−2^ s^−1^ photon flux density and 50% relative humidity). For the collection of well-watered and drought-stressed V6 leaves, soybean plants at V6 stage (28 days after sowing, containing 7 trifoliates) were withheld from watering to initiate the drought treatment. Water was provided to the well-watered control plants to maintain the volumetric soil moisture content (SMC) at 40–45%. At the sixth day of water withholding (containing 8 trifoliates and beginning bloom), where the SMC was below 5% and the soybean plants contained 7 fully open trifoliates and a half-open 8^th^ trifoliate, soybean leaves were separately collected from each trifoliate leaf. The 3^rd^, 5^th^ and 7^th^ trifoliate leaves were used for determination of the stress severity by measuring leaf relative water content (RWC). The leaf RWC of the stressed plants was approximately 60% of the well-watered plants under our experimental conditions [16]. At the same time, the 4^th^ trifoliate leaves were quickly frozen in liquid nitrogen and stored at −80°C for the isolation of RNA for qRT-PCR or microarray analyses. All of the samples were collected in four biological replicates.

**Figure 1:**
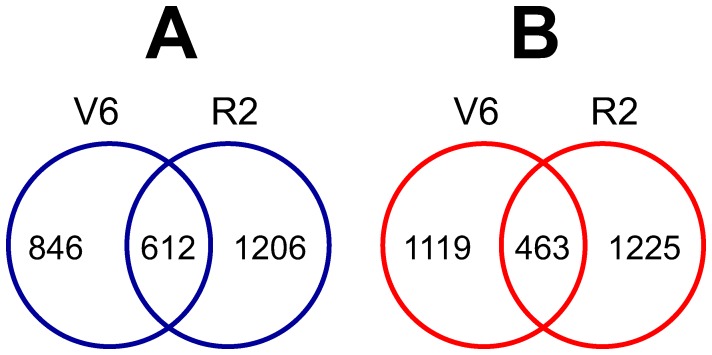
Venn diagram analysis of differentially expressed gene sets of comparision V6-D/V6-C and R2-D/R2-C. (A) Numbers of the overlapping and non-overlapping upregulated genes. (B) Number of the overlapping and non-overlapping downregulated genes.

For the collection of well-watered and drought-treated leaves at the R2 reproductive stage, soybean plants were grown in the pots and drought stress treatment was performed as previously described [16]. The 3^rd^ trifoliate leaves (counting down from the growing shoots) with similar chlorophyll indexes were collected from well-watered (SMC of 30%, leaf RWC = 91±1%) and drought-stressed plants (SMC of 5%, leaf RWC = 32±2%) in three biological replicates for the isolation of RNA for qRT-PCR or microarray analysis.

**Figure 2:**
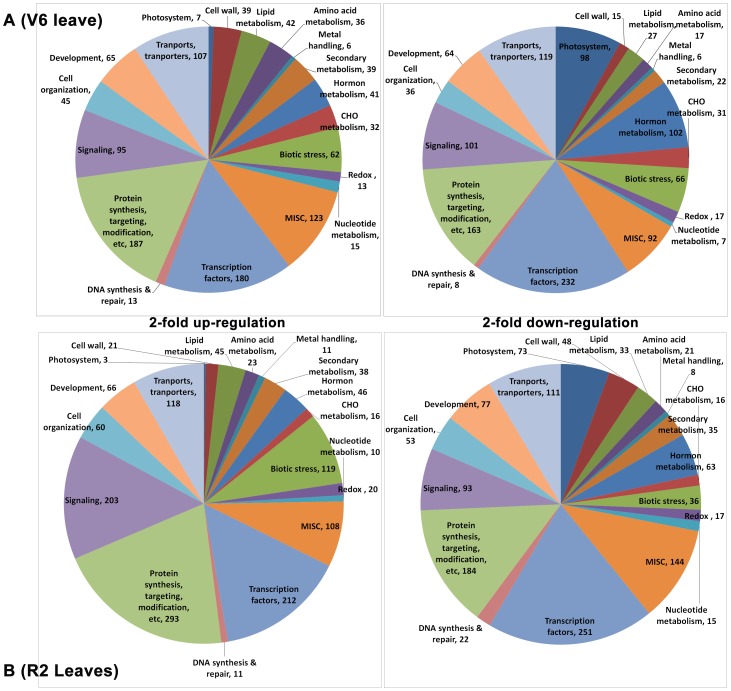
Distribution of up- and down-regulated genes into major biological processes. MapMan was used to classify the genes into the functional categories. Gene numbers are displayed next to the terms.

### RNA Isolation, DNAse Treatment and cDNA Synthesis for qRT-PCR

RNAs were purified using Trizol reagent according to a manufacturer-recommended protocol. DNAse I treatment and cDNA synthesis were performed as previously described [17].

**Table 2:** Differential expression of *GmNAC* genes in different tissues under drought stress.

Probe ID	Glyma ID	Nomenclature^a^	Fold change(V6-D/V6-C)	q-value	Inducibility insoybean seedlings^b^	Inducibility incomparison R2-D/R2-C	Inducibility of*Arabidopsis* ortholog^c^
**Upregulated ** ***NAC*** ** genes**							
11787810	*Glyma02g07700*	*GmNAC006*	2.717	0.042	Shoots↑	Up	Up
11803935	*Glyma02g26480*	*GmNAC011*	4.766	0.012	Shoots↑	Up	Up
11794073	*Glyma02g38710*	*GmNAC012*	2.966	0.018	N/A	Up	Up
11851380	*Glyma04g38560*	*GmNAC018*	4.955	0.020	Shoots↑	Unchanged	Up
11852067	*Glyma04g40450*	*GmNAC021*	2.374	0.015	N/A	Unchanged	Up
11878716	*Glyma06g11970*	*GmNAC035*	5.248	0.042	N/A	Unchanged	Up
11892617	*Glyma06g14290*	*GmNAC036*	4.459	0.013	N/A	Unchanged	Up
11893198	*Glyma06g15990*	*GmNAC038*	44.304	0.010	Shoots↑, roots↑	Up	Unchanged
11880576	*Glyma06g16440*	*GmNAC039*	4.498	0.015	N/A	Unchanged	Up
11884391	*Glyma06g38410*	*GmNAC043*	11.226	0.019	Shoots↑, roots↑	Up	Up
11936212	*Glyma08g41990*	*GmNAC064*	2.162	0.028	N/A	Unchanged	Unchanged
12003799	*Glyma11g07990*	*GmNAC076*	3.962	0.027	N/A	Unchanged	Unchanged
12039219	*Glyma12g22880*	*GmNAC085*	10.982	0.029	Shoots↑	Up	Up
12042020	*Glyma12g35000*	*GmNAC092*	45.245	0.006	Shoots↑, roots↑	Up	Up
12054727	*Glyma13g35550*	*GmNAC101*	27.689	0.011	Shoots↑, roots↑	Up	Unchanged
12087895	*Glyma14g24220*	*GmNAC109*	3.39	0.022	Shoots↑, roots↑	Up	Up
12094383	*Glyma15g08480*	*GmNAC114*	3.013	0.031	N/A	Up	Unchanged
12124443	*Glyma16g04720*	*GmNAC123*	5.548	0.012	N/A	Up	Unchanged
**Downregulated** ***NAC*** **genes**							
11911738	*Glyma07g40140*	*GmNAC053*	−2.129	0.009	N/A	Unchanged	Down
11926243	*Glyma08g08010*	*GmNAC057*	−27.659	0.028	Shoots↑, roots↑	Down	Unchanged
12026921	*Glyma12g09670*	*GmNAC082*	−4.595	0.025	N/A	Unchanged	Up
12054733	*Glyma13g35560*	*GmNAC102*	−7.008	0.005	Shoots↑, roots↑	Unchanged	Unchanged
12142509	*Glyma17g00650*	*GmNAC130*	−3.136	0.017	N/A	Down	Down

Expression of *GmNAC* genes with altered expression in drought-stressed V6 leaves was compared with that of respective *GmNAC* genes in dehydrated shoot or root tissues of 12-d-old soybeen seedlings or that of respective *GmNAC* genes in drought-stressed R2 leaves or that of the best orthologous genes in drought-stressed *Arabidopsis* leaves.

a According to [41].

b Inducibility of *GmNAC* genes in dehydrated shoot and root tissues of 12-d-old soybean seedlings [41]. ↑ arrow indicates upregulation.

c Inducibility of the best *Arabidopsis ANAC* orthologous genes in leaves of 35-d-old *Arabidopsis* seedlings subjected to progressive drought stress [22].

N/A: expression of these *GmNAC* genes was not examined in dehydration-treated root and shoot tissues of soybean seedlings [41].

**Table 3:** Differential expression of *GmNAC* genes in different tissues under drought stress.

Probe ID	Glyma ID	Nomenclature^a^	Fold change(R2-D/R2-C)	q-value	Inducibility in soybean seedlings^b^	Inducibility in comparison V6-D/V6-C	Inducibility of *Arabidopsis* ortholog^c^
**Upregulated ** ***NAC*** ** genes**							
11787810	*Glyma02g07700*	*GmNAC006*	23.254	0.006	Shoots↑	Up	Up
11803935	*Glyma02g26480*	*GmNAC011*	2.085	0.023	Shoots↑	Up	Up
11794073	*Glyma02g38710*	*GmNAC012*	3.286	0.006	N/A	Up	Up
11818170	*Glyma03g35570*	*GmNAC014*	6.364	0.034	N/A	Unchanged	Up
11893198	*Glyma06g15990*	*GmNAC038*	16.077	0.009	Shoots↑, roots↑	Up	Unchanged
11884391	*Glyma06g38410*	*GmNAC043*	11.042	0.012	Shoots↑, roots↑	Up	Up
11884399	*Glyma06g38440*	*GmNAC044*	3.417	0.009	Shoots↑, roots↑	Unchanged	Unchanged
11902484	*Glyma07g05360*	*GmNAC046*	5.088	0.049	N/A	Unchanged	Up
11930140	*Glyma08g18470*	*GmNAC061*	5.525	0.034	Shoots↑	Unchanged	Up
11930485	*Glyma08g19300*	*GmNAC062*	2.056	0.032	Shoots↑, roots↑	Unchanged	Unchanged
12039206	*Glyma12g22790*	*GmNAC084*	4.412	0.017	Shoots↑	Unchanged	Unchanged
12039219	*Glyma12g22880*	*GmNAC085*	26.645	0.010	Shoots↑	Up	Up
12042020	*Glyma12g35000*	*GmNAC092*	17.901	0.010	Shoots↑, roots↑	Up	Up
12054727	*Glyma13g35550*	*GmNAC101*	21.146	0.008	Shoots↑, roots↑	Up	Unchanged
12054733	*Glyma13g35560*	*GmNAC102*	2.509	0.040	Shoots↑, roots↑	Unchanged	Unchanged
12087895	*Glyma14g24220*	*GmNAC109*	3.107	0.019	Shoots↑, roots↑	Up	Up
12094383	*Glyma15g08480*	*GmNAC114*	3.068	0.011	N/A	Up	Unchanged
12112992	*Glyma15g40510*	*GmNAC115*	4.218	0.030	N/A	Unchanged	Up
12114652	*Glyma16g01940*	*GmNAC121*	3.748	0.038	N/A	Unchanged	Up
12124443	*Glyma16g04720*	*GmNAC123*	2.931	0.046	N/A	Up	Unchanged
12120373	*Glyma16g26740*	*GmNAC127*	19.644	0.015	N/A	Unchanged	Up
12181630	*Glyma19g28480*	−d	6.608	0.022	N/A	Unchanged	Up
12181644	*Glyma19g28520*	*GmNAC144*	2.436	0.018	N/A	Unchanged	Unchanged
**Downregulated ** ***NAC*** ** genes**							
11926243	*Glyma08g08010*	*GmNAC057*	−5.768	0.022	Shoots↑, roots↑	Down	Unchanged
11952836	*Glyma08g47520*	*GmNAC065*	−5.854	0.016	N/A	Unchanged	Unchanged
11993366	*Glyma10g20830*	−d	−3.542	0.037	N/A	Unchanged	Unchanged
12142509	*Glyma17g00650*	*GmNAC130*	−2.096	0.048	N/A	Down	Down

Expression of *GmNAC* genes with altered expression in drought-stressed R2 leaves was compared with that of respective *GmNAC* genes in dehydrated shoot or root tissues of 12-d-old soybeen seedlings or that of respective *GmNAC* genes in drought-stressed V6 leaves or that of the best orthologous genes in drought-stressed *Arabidopsis* leaves.

a According to to [41].

b Inducibility of *GmNAC* genes in dehydrated shoot and root tissues of 12-d-old soybean seedlings [41]. ↑ arrow indicates upregulation.

c Inducibility of the best *Arabidopsis ANAC* orthologous genes in leaves of 35-d-old *Arabidopsis* seedlings subjected to progressive drought stress [22].

d These NAC-like proteins with truncated annotated sequence were not included into [41] study.

N/A: expression of these *GmNAC* genes was not examined in dehydration-treated root and shoot tissues of soybean seedlings to [41].

### Microarray Analysis of the Differential Expression in V6 and R2 Leaves Under Normal and Drought Conditions using 61K Affymetrix Microarray

Total RNA was extracted from the trifoliate leaves using Trizol and DNAse I treatment was performed prior to quality assessment of the purified RNA by an Agilent 2100 Bioanalyzer. cDNA synthesis, cRNA amplification and conversion to sense strand cDNAs were performed according to the manufacturer's instructions using the Ambion WT expression kit.

**Figure 3:**
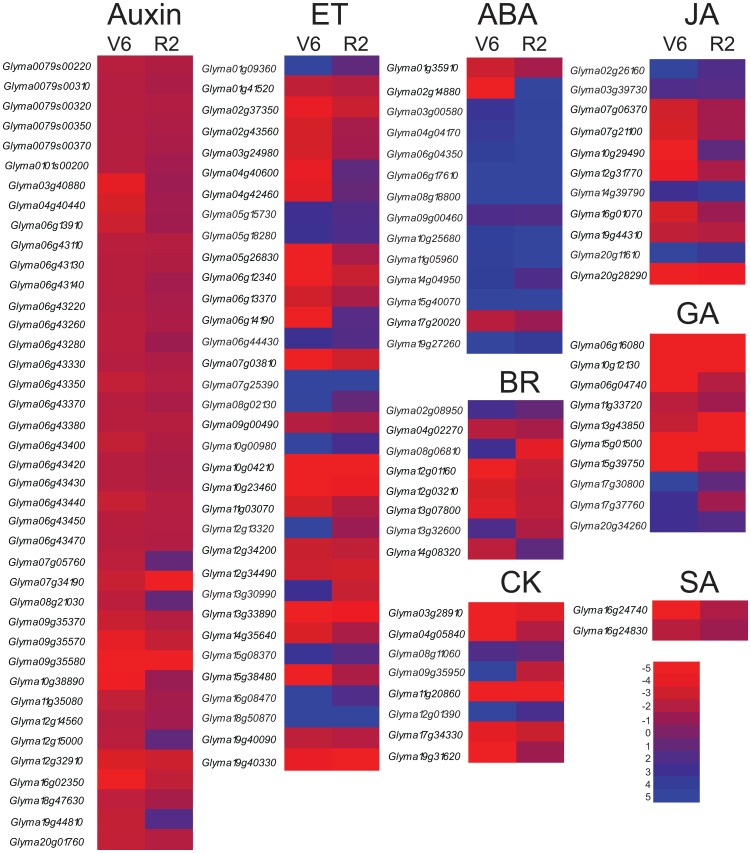
Heatmap analysis of hormone-related genes differentially expressed in soybean V6 and R2 leaves under drought stress. Genes shown are either up-regulated or down-regulated at least by two-fold. Blue and red color gradients indicate an increase or decrease in transcript abundance, respectively. Auxin (IAA, indole-3-acetic acid), ethylene (ET), ABA, jasmonate (JA), giberelline (GA), brassinosteroid (BR), cytokinin (CK) and salicylic acid (SA).

Sense strand cDNAs were then fragmented and end-labeled using Affymetrix GeneChip WT Terminal Labeling Kit according to the manufacturer's instructions. After hybridization, raw data from.CEL files were initially analyzed by Affymetrix Expression Console with library files supplied by Affymetrix. Analyses were performed using the RMA method for gene levels without normalization. The log2-transformed data were exported individually for analysis using GeneSpring software. The data in text format were imported into GeneSpring and normalized using a 75-percentile threshold. A Student’s *t*-test was used to analyze the statistical significance of the same gene in different conditions. Benjamini and Hochberg False Discovery Rate were used to calculate the corrected p-values (q-values). All of these statistical tests were performed using GeneSpring Ver. 11.

Annotation of the microarray data was performed using MAPMAN map file based on Glyma ver. 1.09. Briefly, the map file was first modified to replace the transcript IDs by the gene IDs. All of the redundant IDs were then deleted to obtain one unique record per gene ID. Finally, various functions in MS Excel were used to match the Glyma IDs, which have annotations with that of the microarray data. All Glyma IDs that were annotated in the Mapman file but lacked an original description were further excluded. Thus, a database of 41059 genes with microarray data was annotated [18].

### qRT-PCR and Statistical Analysis of the Data

Specific primer pairs for qRT-PCR were designed for *GmSGR1* (F: 5′-ACGCATCTAAACACTCCTCCGAACT-3′ and R: 5′-GTGTGGGGGAGCTATAGGTTTTGCT-3′), *GmSGR2* (F: 5′- GGCCAAGGAAGAGAGTGAGCAAG-3′and R: 5′- TGGGCTTAACGTCAGCGGTGG-3′) and *GmSARK* (F: 5′-GCCAATGGCACCGTCTGCCA-3′ and R: 5′-CCGAGGGAGAGTGCCAGGGA-3′) as previously described [17]. The *CYP2* gene was used as a reference gene in the expression profiling of soybean genes [19]. qRT-PCR reactions and data analyses were performed according to previously published methods [17].

## Results and Discussion

### Transcriptome Analysis of Soybean V6 and R2 Leaves under Normal and Drought Conditions using Microarray

With the availability of the whole genomic sequence of soybean and the Glyma1 annotation, which predicted 46430 protein-coding genes with high confidence out of approximately 66000 putative genes [15], Affymetrix has designed the newest version of the Soybean Array GeneChip covering all of the soybean putative genes. To gain a comprehensive overview of the transcriptome-wide regulation in soybean leaves under drought stress during the critical period spanning from late V6 stage toward the end of R2 stage, we performed microarray analyses to compare the transcriptome changes of drought-stressed V6 leaves vs. well-watered V6 leaves (comparison V6-D/V6-C) and drought-stressed R2 leaves vs. well-watered R2 leaves (comparison R2-D/R2-C) using this 66 K Affymetrix Soybean Array GeneChip. 

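Leaf RNA from 3 drought-stressed and 3 well-watered V6 plants was compared, with 1 array per plant. The largest rise was that of Glyma05g05430, at a log2 fold change of 9.20 (standard error 0.26, adjusted p = 6.6e-08 from limma). The largest fall was that of Glyma08g15960, at -6.85 (standard error 0.20, adjusted p = 6.6e-08 from limma). The tables used here give no description for either gene. The samples were the fourth trifoliate leaves, taken after 6 days without water. The paper and the treatment protocol in the sample labels give the age at the start of the treatment as 28 days after sowing. The growth protocol in the labels gives 35 days for the V6 stage. The deposited values are log2 signals summarised by RMA, shifted by the authors to the 75th percentile of each array and then centred on each probe's median over the 6 arrays. They hold changes between plants but no absolute level. The medians of the well-watered arrays (plants 14, 15 and 16) were 0.13, 0.029 and -0.097, and those of the drought-stressed arrays (plants 1, 2 and 4) were -0.0069, -0.0042 and -0.029. All values are from a fit in limma to every probe, with adjustment over all probes, and a gene was called higher or lower at a fold of at least 2 and an adjusted p under 0.05. The median standard error of a log2 fold change was 0.19. The R2 leaves are not analysed here.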

Our analysis indicated that this array version contains 66555 probes. 

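Each probe of the V6 arrays carries 1 soybean gene ID, and the deposited values cover 66195 probes for 66184 gene IDs. Identical values on all 6 arrays were held by 213 probes, in 90 groups of up to 7 probes, so the genes of such a group cannot be told apart. Of these 213 probes, 4 were higher and 21 lower in drought-stressed leaves. A pair of probes exists for 11 gene IDs, and the call differed within 2 of these pairs. Glyma04g01190 had log2 fold changes of 3.98 (adjusted p = 6.5e-06 from limma) and 0.63 (adjusted p = 0.036). Glyma17g33970 had log2 fold changes of -0.82 (adjusted p = 0.011) and -2.09 (adjusted p = 4.9e-05 from limma). Both gene IDs were chosen after their values were seen. Each probe was kept as a result of its own.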

Within this array, 66195 probes matched with the respective gene IDs used in the Glyma1 model, corresponding to 99.46% of the total probes (Tables S1, S2, Gene Expression Omnibus accession number: GSE40627). With reference to the annotation of the Glyma1 version [15], of all the genes identified on the 66 K Affymetrix Soybean Array GeneChip, 46093 genes could be annotated (Tables S3A, S4A). Among the genes that could be annotated, 41059 genes could be assigned with a known function, and these genes were used in further analyses (Tables S3B, S4B). Using the criteria of a ratio change > = 2 and a q-value<0.05, 1458 and 1582 genes were found to be upregulated and downregulated, respectively, in drought-stressed V6 leaves (Tables S3C, S3D). 

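Drought raised the signal of 2864 probes and lowered that of 3401 in V6 leaves, together 9.46% of the 66195 probes. Over all probes, called or not, the 3 drought-stressed plants lay beyond the 3 well-watered plants for 31.3%, against 10% by chance. Changes of more than 8-fold were found for 370 higher and 294 lower probes, and changes of more than 32-fold for 70 and 25. The methods' t-test on the same values called 1808 probes higher and 2000 lower, each of them also called by limma in the same direction. Without any 1 of the 6 plants in turn, 4841 probes were called in all 6 fits in the same direction. The authors' shift to the 75th percentile lowered the drought-stressed arrays by 0.20 log2 relative to the well-watered arrays, and the median probe changed by -0.050. With this shift put back, a setting chosen after the data were seen, 3991 probes were higher and 2518 lower. These counts cover all probes and not only genes with a known function, since the full list of those genes was not used here. From the part of these gene sets that overlaps with those of R2 leaves, the paper proposes that a considerable number of genes respond in a stage-specific way, and it gives as an alternative that the different effect of the stress may play a role.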

When the same criteria were applied for comparison R2-D/R2-C, we were able to detect 1818 upregulated and 1688 downregulated genes. For verification of our microarray data, first we selected three well-known senescence-inducible genes, two soybean stay-green *GmSGR1* and *GmSGR2* genes [20] and a senescence-associated receptor-like kinase *GmSARK* gene [21], and assessed their expression by qRT-PCR. Next, as another mean of verification we compared expression profiles of 7 *GmCKX* genes that were obtained by systematic expression analysis of cytokinin (CK)-metabolic genes using qRT-PCR [16] with their respective expression data obtained by our microarray analysis. Results shown in Table 1 indicated good accordance between the microarray and qRT-PCR data, suggesting that the newly designed 66 K Affymetrix Soybean Array GeneChip is useful for genome-wide expression profiling of soybean genes in leaf tissue, and perhaps in other tissues as well, under drought stress.

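Of the 7 *GmCKX* genes of Table 1, 5 were lower and 2 higher in drought-stressed V6 leaves. *GmSGR2*, a stay-green gene of chlorophyll breakdown, rose by a log2 fold change of 1.72 (standard error 0.21, adjusted p = 3.2e-04 from limma). Its paralog *GmSGR1* rose by 0.99 (standard error 0.22, adjusted p = 0.012 from limma), just below the fold of 2, so it was not called, but it passed in other settings such as quantile normalization, where it rose by 1.01. The receptor-like kinase gene *GmSARK* fell, with a log2 fold change of -1.11 (standard error 0.18, adjusted p = 0.0019 from limma), but was under the fold threshold without drought-stressed plant 1 (-0.99) and with the authors' shift put back (-0.91). *GmCKX* genes encode enzymes that break down CK. *GmCKX13* had the largest fall, -5.22 (standard error 0.34, adjusted p = 4.8e-06 from limma). *GmCKX02*, *GmCKX01* and *GmCKX15* had log2 fold changes of -4.62, -4.38 and -3.85, and *GmCKX17* had one of -1.94. *GmCKX14* rose by 3.22 (standard error 0.34, adjusted p = 1.1e-04 from limma) and *GmCKX12* by 2.71 (standard error 0.36, adjusted p = 4.9e-04 from limma). The methods' t-test called 8 of the 10 genes of Table 1. It did not call *GmCKX12*. It also did not call *GmSGR1*, which had a corrected p of 0.11 from that test in the authors' deposited comparison. Of the 10 genes, 9 were called (9 when adjusted over the list alone). For all 10 the 3 drought-stressed plants lay beyond the 3 well-watered plants, against 31.3% of all probes and 10% by chance. The 7 *GmCKX* genes are also in Table S5, which the paper chose on these samples. Their part in these counts is therefore not independent evidence. The direction was that of the paper's qRT-PCR fold for all 10. For *GmSGR1* and *GmCKX12*, however, the paper's V6 qRT-PCR p-value was above the p threshold used here. The qRT-PCR direction of these 2 genes is therefore not established. At the 1 decimal the paper prints, the paper's qRT-PCR fold was the larger for 7, the smaller for 2 and equal for 1 (*GmSGR2*).

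**Figure D1:**
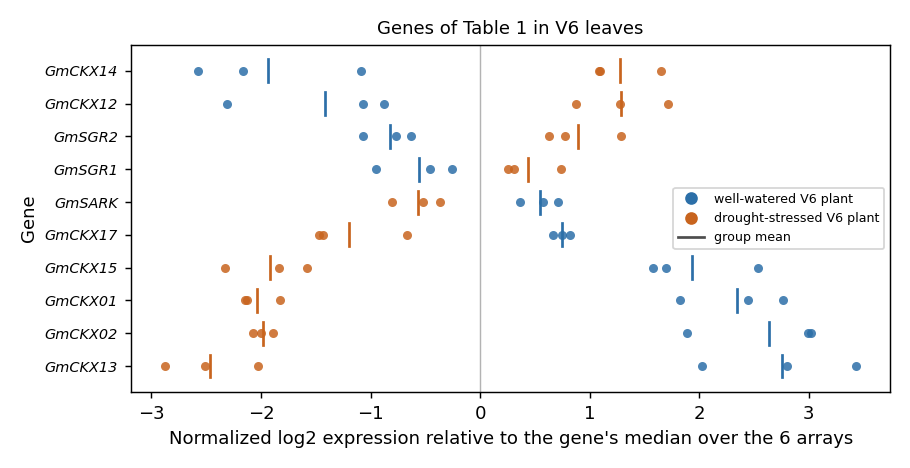
Log2 signal relative to the median over the 6 arrays (x axis) for the 10 genes of Table 1 (y axis), with 1 point for each of the 3 plants per group and a vertical line at each group mean. The drought-stressed and the well-watered plants do not overlap for any of the 10 genes, and *GmSGR1* has the smallest gap between the means, 0.99.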

Both the up- and downregulated gene sets identified in two comparisons V6-D/V6-C and R2-D/R2-C were subjected to a Venn diagram analysis to identify overlapping genes between the two comparisons. The altered gene expression profile of the drought-treated V6 leaves was significantly different from that of the drought-treated R2 leaves (Figure 1). Specifically, when the up- and downregulated gene sets identified in comparison V6-D/V6-C were compared with the corresponding gene sets from comparison R2-D/R2-C, overlap was observed for only 41.98% and 29.27% of the up- and downregulated gene sets of comparison V6-D/V6-C, respectively. This result suggests that a significant number of genes respond to drought stress in stage-specific manner. Alternatively, the different stress effect might play a role. Under our experimental conditions, although the drought stress was maintained until the SMC reached 5% in both cases, the RWCs were approximately 98±1% and 55±2% for well-watered and drought-treated V6 leaves, respectively, while the respective values were about 91±1% and 32±2% for well-watered and drought-treated R2 leaves [16].

### Functional Classification of the Differentially Expressed Drought-responsive Gene Sets

Drought stress results in dramatic losses of the yield of various crops by adversely affecting their growth and physiology. As a result, in response to drought stress plants have developed strategies to increase their defense against water deficit conditions. A comparative expression analysis of the up- and downregulated gene sets identified in drought-stressed soybean V6 and R2 leaves against the transcriptome of drought stressed leaves of 35-d-old *Arabidopsis* plants [22] has demonstrated that many soybean and *Arabidopsis* orthologous genes are either drought-inducible or drought-repressible in a similar manner, suggesting that the two species may share common mechanisms for drought stress responses (Tables S3C, S3D, S4C, S4D). On the other hand, a small number of *Arabidopsis* orthologs display differential responses to drought, indicating that there is also species-specific drought response (Tables S3C, S3D, S4C, S4D). These results together suggest that in response to drought stress plants activate both common and species-specific mechanisms to survive water stress conditions.

In the next step, to further classify the drought-responsive genes into various biological categories, MapMan was used to visualize the soybean gene expression data for various biological processes and to assign up- and downregulated genes to biological process categories in a systematic manner. This analysis will allow us to obtain an overview on the biological functions of the differentially expressed genes identified in the two comparisons. As shown in Figure 2, for both two comparisons the up- and downregulated gene sets were grouped into the 19 most abundant categories in similar proportions, except for the “Signaling” category, in which the number of the upregulated genes identified in R2-D/R2-C comparison was more than double comparing with that of V6-D/V6-C comparison.

A closer look at the drought-induced gene sets classified the upregulated genes identified in comparisons V6-D/V6-C and R2-D/R2-C into regulatory and functional categories. For the regulatory category, many upregulated genes were grouped into TF, signaling and protein modification groups (Tables S3C, S3D, S4C, S4D). In the TF group, many soybean genes encoding TFs with high homology to the well-known drought/abscisic acid (ABA)-inducible TFs, such as RD26/ANAC072 and ATAF1/ANAC002 of the NAC family (see detailed analysis of the NAC TF family below) and AREB1 of the bZIP family [23]–[27], were upregulated in both two comparisons (Tables S3C, S4C). 

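AREB1, also named ABF2, is a bZIP factor that binds ABA-responsive promoter elements. In Table S5 it is the best *Arabidopsis* match of Glyma06g04350 and Glyma04g04170. Glyma06g04350 rose in drought-stressed V6 leaves by a log2 fold change of 2.10 (standard error 0.18, adjusted p = 3.2e-05 from limma). Glyma04g04170 rose by 1.92 (standard error 0.16, adjusted p = 2.3e-05 from limma). Both were chosen by the paper on these samples. The tables used here match no soybean gene to RD26 or ATAF1.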

Heat shock TF and heat shock protein encoding genes were also found among the genes with increased transcript abundance. All of these types of TFs are known to function in plant adaptation to various stresses, including drought [2], [3], [5]–[9], [28], [29]. 

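Heat shock factors bind the promoters of heat shock protein genes. Among the 1849 of 46093 rows of Table S3A used here, which cover the start of the genome only, 3 genes are described as heat shock factors, named here after their values were seen. The match of HSFB1 (Glyma01g39260) rose in drought-stressed V6 leaves by a log2 fold change of 1.15 (standard error 0.22, adjusted p = 0.0054 from limma), but it was not called by the methods' t-test, with array quality weights (0.90) or without well-watered plant 16 (0.96). The matches of HSFB2A (Glyma01g34490) and HSFA1D (Glyma01g01990) were not called, at 0.24 (adjusted p = 0.47) and 0.22 (adjusted p = 0.46 from limma). Heat shock proteins are chaperones that hold or refold other proteins. Of 8 genes whose descriptions name heat shock proteins, among them genes described as binding such proteins (the matches of AUL1 and ARL1), 0 were called by limma, 0 had an unadjusted p under 0.05, and 0 were called by the methods' t-test (0 when adjusted over the list alone). Their log2 fold changes lay between -0.48 and 0.24. The list goes by description only and is not limited to heat shock proteins, so its 0 calls are not a test of that family. Heat shock protein genes elsewhere in the genome were not tested as a list.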

Interestingly, the soybean genes encoding soybean othologs of the *Arabidopsis* DREB1A and DREB1D of the AP2_EREBP family and ZAT10/STZ of the C2H2_Zn family were induced in drought-stressed V6 leaves but not in drought-stressed R2 leaves, suggesting that these TFs may be involved in regulation of drought response during vegetative growth (V6) rather than reproductive growth (R2); a phenomenon indicating developmental stage-specific function of TFs. 

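PP2C proteins are phosphatases, some of which hold ABA signaling in check. In the rows of Table S3A used here, 3 genes are described as PP2C genes, named here after their values were seen. Glyma01g39860 was higher in drought-stressed V6 leaves, with a log2 fold change of 1.19 (standard error 0.20, adjusted p = 0.0026 from limma), though not by the methods' t-test. Glyma01g31850 and Glyma01g36230 were not called, at 0.25 (-0.14 without well-watered plant 16) and -0.24. CIPK10 is a kinase bound by calcium sensors, and its match Glyma01g32400 was under the fold of 2, at -0.77 (adjusted p = 0.029 from limma). The match of the MAP kinase kinase MKK10 (Glyma01g01980) was not called, at -0.066, and its sign changed with the authors' shift put back. Of the 2 genes listed as CIPK kinases and the 4 listed in the MAP kinase cascade, limma and the methods' t-test called 0, and 1 and 0 had an unadjusted p under 0.05. OST1 is an SnRK2 kinase that transmits the ABA signal, and of its matches Glyma01g39020 was lower, with -1.37 (standard error 0.22, adjusted p = 0.0015 from limma), though not by the methods' t-test, and Glyma01g41260 was not called, at -0.45. These kinase genes were also chosen after their values were seen.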

For the signaling and protein modification groups, we identified many drought-inducible genes encoding kinases, such as CIPKs and MAP kinases, PP2C proteins and hormone-signaling related proteins (see detailed analysis below), which were reported to be involved in the regulation of the drought response [9], [30], [31]. The functional category contained many upregulated genes encoding LEA proteins, ABA metabolism-related proteins, osmoprotectant biosynthesis-related proteins, transporters and detoxification enzymes (Tables S3C, S3D).

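P5CS1 makes a precursor of proline, an osmoprotectant. Its match Glyma01g24530, in the rows of Table S3A used here, rose in drought-stressed V6 leaves by a log2 fold change of 7.33 (standard error 0.17, adjusted p = 4.2e-08 from limma). CYP707A1 breaks down ABA, and its match Glyma01g35660 rose by 3.40 (standard error 0.27, adjusted p = 1.9e-05 from limma). Zeaxanthin epoxidase acts early in ABA synthesis, and its match Glyma01g39310 rose by 1.44 (standard error 0.29, adjusted p = 0.0065 from limma), though the methods' t-test did not call it. Of the matches of this enzyme in Table S5, Glyma11g05960 rose by 2.11 and Glyma17g20020 fell, with -1.09 (-0.89, under the fold threshold, with the authors' shift put back). The 1 other gene found under ABA synthesis and breakdown in the rows used here is a match of NCED4, a carotenoid cleavage enzyme that does not act in ABA synthesis, and was lower. The sugar transporter STP13 and the vacuolar sugar transporter TMT2 had matches, Glyma01g44930 and Glyma01g36150, that rose by 5.10 (adjusted p = 1.8e-07) and 3.61 (adjusted p = 1.5e-06 from limma). The match of STP1 (Glyma01g09220) was not called, at -0.18 (0.027 with the authors' shift put back), and neither was the putative sugar transporter gene Glyma01g34890, at -0.37 (0.034 without well-watered plant 14). The ABA turnover and transporter genes were chosen after their values were seen. UDP-glycosyltransferases attach sugars to hormones and other small molecules. Of 15 such genes, 2 were higher and 13 were not called (2 higher when adjusted over the list alone), and the methods' t-test called 0. They were the matches of UGT74B1 (Glyma01g04250), with 2.95 (standard error 0.56, adjusted p = 0.0044 from limma), and of UGT85A2 (Glyma01g02670), with 1.30 (adjusted p = 0.0032). Of 6 glutathione S-transferases, which detoxify by adding glutathione, Glyma01g04710 was lower, at -2.61 (1 lower when adjusted over the list alone), and was not called by the methods' t-test. No description among these rows names a LEA protein.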

With regard to the downregulated gene sets, the major difference found between the up- and downregulated gene sets was that many photosynthesis-related genes were down-regulated under drought stress in both two comparisons (Figure 2). This finding is consistent with previously published results as photosynthesis is negatively affected by various stresses, including drought [12], [32]–[34]. 

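Light-harvesting and oxygen-evolving proteins of photosystem II are encoded by nuclear genes. LHCB4.2 is a light-harvesting antenna protein, and its match Glyma01g28810 fell in drought-stressed V6 leaves, with a log2 fold change of -1.77 (standard error 0.17, adjusted p = 6.6e-05 from limma). PSBO2 holds the oxygen-evolving complex in place, and its match Glyma01g38750 fell, with -1.17 (standard error 0.20, adjusted p = 0.0022 from limma), though with the authors' shift put back its -0.97 was under the fold threshold. They are the 2 lower genes of 8 listed under photosystems and light harvesting in the rows of Table S3A used here, and the other 6 were not called (2 lower when adjusted over the list alone). The 8 log2 fold changes ran from -1.77 to -0.16, and the highest lies above 0 with the authors' shift put back. With no fold minimum, 4 of the 8 had an adjusted p under 0.05 from limma. The keywords go by description only, so the list is not limited to nuclear genes of the photosystems. It also takes in a phosphoserine aminotransferase (Glyma01g36440), which acts in serine synthesis. This gene is 1 of these 4, with a log2 fold change of -0.94 (adjusted p = 0.0092 from limma).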

The downregulation of photosynthesis-related genes, which contribute to, at least in part, growth retardation under drought stress, may serve as an adaptive mechanism for plant survival.

### Differential Expression of the *NAC* TF Family Members in Drought-stressed V6, R2 Leaves and Dehydrated Shoots and Roots of Young Soybean Seedlings

As previously discussed, drought stress has altered expression of many TF encoding genes in the soybean V6 and R2 leaves which belong to different TF families. Among the major TF families, the NAC TF family has been shown to provide many useful candidate genes for genetic engineering of improved drought-tolerant plants [2], [28], [35], [36]. The first evidence demonstrating the functions of NAC TFs in the improvement of drought tolerance in plants was reported in *Arabidopsis* by the overexpression of the *ANAC019*, *ANAC055* and *ANAC072* genes [23], [37]. Following this work, a number of studies on abiotic stress-related functions of NAC TFs in various plant species, including important crops such as rice and wheat, have been reported [35], [36], [38], even in field trials [39], [40].

Given the biotechnological potentials of the NAC family, in this section we aimed to analyze in detail the drought-responsive expression profiles of NAC TF family in drought-stressed V6 and R2 leaves. Among 41059 genes that could be assigned with a known function, 175 putatively annotated *GmNAC* genes were identified (Tables S3B, S4B). Out of these *GmNAC* genes, a total of 18 and 4 genes were found to be upregulated and downregulated by more than two-fold (q-value<0.05) in the soybean V6 leaves by drought stress (Table 2), while using the same criteria 23 and 4 genes were upregulated and downregulated in drought-treated R2 leaves (Table 3). 

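The 23 *GmNAC* genes of Table 2, which encode members of the plant-specific NAC family of TFs, all passed the thresholds in V6 leaves, 18 higher and 5 lower under drought. *GmNAC092* rose most, by a log2 fold change of 5.50 (standard error 0.21, adjusted p = 2.6e-07 from limma). *GmNAC038* rose by 5.47 (standard error 0.27, adjusted p = 9.7e-07 from limma) and *GmNAC101* by 4.79 (standard error 0.25, adjusted p = 1.5e-06 from limma). *GmNAC043* and *GmNAC085* rose by 3.49 and 3.46. The other 13 higher genes rose by less than 8-fold, with the smallest rise in *GmNAC064*, 1.11 (adjusted p = 0.0015 from limma). *GmNAC082* and *GmNAC130* fell, with log2 fold changes of -2.20 (standard error 0.22, adjusted p = 8.8e-05 from limma) and -1.65 (standard error 0.18, adjusted p = 1.4e-04 from limma). *GmNAC053* had the smallest fall, -1.09 (standard error 0.16, adjusted p = 8.1e-04 from limma), and was the 1 gene of the 23 not called with the authors' shift put back (-0.89). All 23 were also called by the methods' t-test and without each plant in turn. Table 2 was chosen by the paper on these samples, so these counts, and the 23 called when adjusted over the list alone, are not independent evidence.

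**Figure D2:**
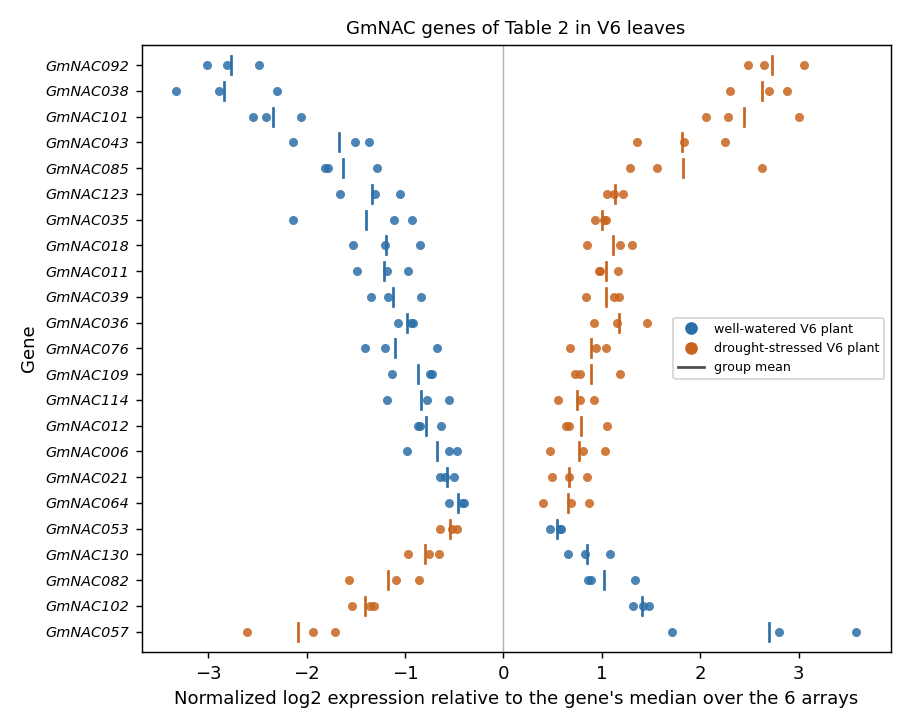
Log2 signal relative to the median over the 6 arrays (x axis) for the 23 *GmNAC* genes of Table 2 (y axis), with 1 point for each of the 3 plants per group and a vertical line at each group mean. The drought-stressed plants lie right of the well-watered plants for 18 genes, most for *GmNAC092*, and left of them for 5.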

Previously, expression analysis of 38 *GmNAC* genes in dehydrated shoots and roots of 12-d-old soybean seedlings using qRT-PCR has found 29 and 6 *GmNAC* genes upregulated and downregulated, respectively, in dehydrated shoot and/or root tissues [41]. Comparison of the differential expression of the *GmNAC* genes in drought-stressed V6 and R2 leaves and dehydrated shoot and root tissues of 12-d-old soybean seedlings revealed that all the *GmNAC* genes upregulated in the drought-stressed V6 and R2 leaves were also upregulated in the dehydrated shoot and/or root tissues of 12-d-old soybean seedlings if their expression was examined in these tissues (Tables 2, 3). In addition, more than half of the *GmNAC* genes induced in drought-stressed V6 leaves were also upregulated in drought-stressed R2 leaves and vice versa (Tables 2, 3). Furthermore, a comparative analysis against the expression of the *Arabidopsis NAC* orthologous genes in leaves of 35-d-old *Arabidopsis* plants, which were subjected to a soil drought treatment [22], indicated that the majority of the soybean and *Arabidopsis NAC* orthologous genes were drought-responsive in a similar manner, suggesting the existence of a relatively well-conserved drought response in the leaves of the two dicotic species at similar developmental stage. This comparative analysis may help us select drought-responsive soybean *GmNAC* genes with more confidence for further studies and genetic engineering. On the other hand, among 5 and 4 *GmNAC* genes significantly downregulated in the drought-stressed V6 and R2 leaves, respectively, two genes, *GmNAC057* and *GmNAC102*, were examined transcriptionally in the dehydrated shoot and root tissues of 12-d-old soybean seedlings. 

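Of the 23 *GmNAC* genes that Table 3 lists as induced in R2 leaves, 13 were also higher in drought-stressed V6 leaves with limma and 11 with the methods' t-test. With limma, 1 of the 23 was lower (*GmNAC102*) and 9 were not called. Conversely, 11 of the 18 genes higher in V6 leaves are induced in R2 leaves in the paper's Table 3. *GmNAC127* and *GmNAC144*, which are outside Table 2, rose by log2 fold changes of 2.04 (standard error 0.33, adjusted p = 0.0019 from limma) and 1.32 (standard error 0.29, adjusted p = 0.011 from limma). The methods' t-test called neither of them. *GmNAC084* was just under the fold of 2, with a log2 fold change of 0.998 (adjusted p = 0.0052 from limma). *GmNAC121* was not called either, at 0.77 (adjusted p = 0.014 from limma). Of the 4 genes repressed in R2 leaves in Table 3, *GmNAC057* and *GmNAC130* were lower in V6 leaves. The other 2 were not called. Of all 27 genes of Table 3, 16 were called, and 16 when adjusted over the list alone. Table 3 was chosen by the paper on R2 leaves, which are other samples. Whether a gene's change differs between V6 and R2 leaves was not tested.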

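*GmNAC057* had the largest fall of the *GmNAC* genes of Tables 2 and 3 in V6 leaves. Its log2 signal relative to the probe's median was -2.09 ± 0.46 (SD, n = 3 plants) under drought and 2.70 ± 0.94 (SD, n = 3) with water. The log2 fold change was -4.79 (standard error 0.41, adjusted p = 3.0e-05 from limma). *GmNAC102* fell from 1.40 ± 0.080 (SD, n = 3) with water to -1.41 ± 0.12 (SD, n = 3) under drought. Its log2 fold change was -2.81 (standard error 0.16, adjusted p = 2.3e-06 from limma). In both genes, the difference was several times the spread between plants.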

Interestingly, unlike in the drought-stressed V6 or R2 leaves the expression of these two genes was upregulated in the dehydrated root tissue and unchanged in the dehydrated shoot tissue of young soybean seedlings in comparison with the untreated controls (Tables 2, 3). These results together suggest that the dynamics of drought -responsive expression of the *NAC* genes in soybean is complex. Stresses may trigger different stress-responsive gene expression in different tissues at the same developmental stage or in the same tissue at different developmental stages. This characteristic of the *GmNAC* gene family, and perhaps other gene families, will enable us to perform genetic engineering in an organ-specific and/or developmental stage-specific manner.

### Differential Expression of Hormone-related Genes in V6 and R2 Leaves under Drought Stress

It is well established that various plant hormones, such as ABA, cytokinin (CK) and brassinosteroid (BR), and their respective hormone pathways are involved in regulation of drought stress responses [42], [43]. Conversely, stresses are known to influence the expression of hormone-related genes, including those involved in hormone metabolisms and hormone signaling pathways, leading to changes in hormone homeostasis, redistribution and signaling [12], [42], [44]–[46]. To have an overview on the expression profiles of hormone-related genes in the V6 and R2 leaves under drought stress, MapMan was used to visualize the gene expression data of the annotated hormone-related genes which were generated by our microarray analysis. 

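Of the 127 genes of hormone synthesis and signaling in Table S5, 36 were higher and 91 lower in drought-stressed V6 leaves. In that table, ABA was the only hormone with more genes higher than lower, 11 against 3. Auxin-related genes made up 40 of the 91 lower genes. Table S5 was chosen by the paper on these samples, so these counts, with 127 called when adjusted over the list alone, are not independent evidence. The methods' t-test called 126 of the 127. With the authors' shift put back, 98 of the 127 were called, and all 29 others were among the lower genes. This setting raises every log2 fold change by 0.20, so only lower genes could drop under the fold minimum. None of the 127 could turn its direction. The order of the hormones turned in this setting, with 21 lower genes for ethylene and 17 for auxin.

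**Figure D3:**
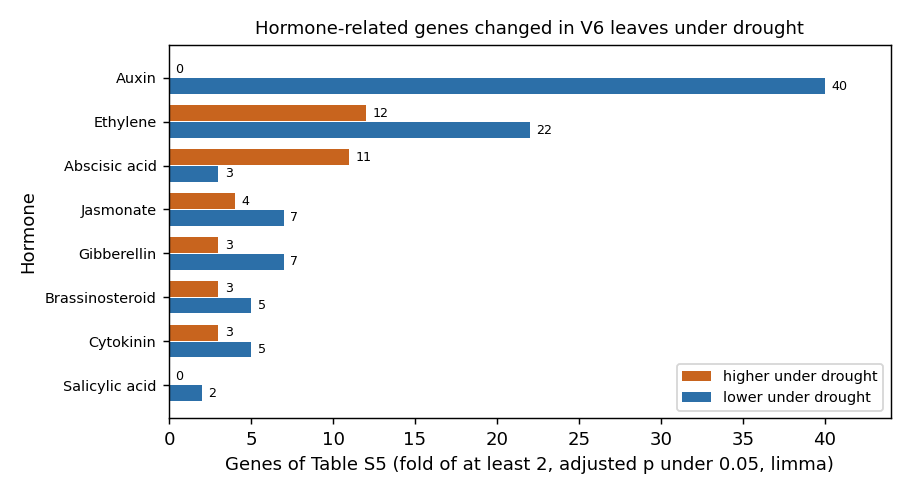
Number of hormone-related genes of Table S5 (x axis, bars) higher and lower in drought-stressed V6 leaves for each hormone (y axis), at a fold of at least 2 and an adjusted p under 0.05 from limma. Auxin has the most lower genes, 40 (17 with the authors' shift put back, against 21 for ethylene), and ethylene the most higher genes, 12.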

In our study, we examined the expression levels of both biosynthetic and signaling genes related to auxin (IAA, indole-3-acetic acid), ethylene (ET), ABA, jasmonic acid (JA), giberelline (GA), brassinosteroid (BR), CK and salicylic acid (SA).Within the Glyma 1 annotation, we detected hormone-related genes which have significant change in expression levels by at least two-fold in drought-stressed V6 leaves (Table S5). The expression of these genes in drought-stressed R2 leaves was also extracted from comparison R2-D/R2-C for comparative analysis (Figure 3, Table S5). Auxin-related gene family showed the highest number with 40 members having differential expression. 

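Among the auxin-related genes of Table S5, Glyma16g02350 had the largest fall in V6 leaves. This gene, whose best *Arabidopsis* match is an auxin-responsive protein, had a log2 fold change of -2.67 (standard error 0.16, adjusted p = 3.5e-06 from limma). Glyma09g35580 followed, at -2.62 (standard error 0.22, adjusted p = 2.4e-05 from limma), and is 1 of 26 genes of Table S5 matched to a single auxin-responsive gene of the SAUR type in *Arabidopsis*. SAUR genes respond to auxin within minutes and act in cell growth. The median log2 fold change of these 26 genes was -1.08, with 25 of them below 3-fold, and that of the 14 other auxin-related genes was -1.46. The 26 were grouped by this 1 match only, so the 14 others may also include SAUR genes. Of the 40 genes, 8 hold values identical to those of another on all 6 arrays, as 4 pairs, so 36 separate profiles were measured. Auxin transport genes, chosen after their values were seen, were among the lower ones. The matches of the PIN family auxin carriers PIN7 (Glyma07g34190), PIN3 (Glyma20g01760) and PIN5 (Glyma18g47630) had log2 fold changes of -1.43, -1.33 and -1.20, and that of the influx carrier AUX1 (Glyma11g35080) had one of -1.32. These 4 come from Table S5, which holds only changed genes. Another AUX1 match, Glyma01g28310, was not called, at -0.38 (adjusted p = 0.21 from limma), and of the 3 auxin transport genes in the rows of Table S3A used here, limma and the methods' t-test called 0 and 0 had an unadjusted p under 0.05. Of the 4 auxin response genes in those rows, 3 were not called. Glyma01g33420, weakly similar to an auxin-responsive protein and chosen after its value was seen, was higher, at 1.38 (standard error 0.30, adjusted p = 0.010 from limma), but not by the methods' t-test or without drought-stressed plant 4 (0.998). The number called ranged from 30 (without drought-stressed plant 1) to 40 when 1 plant was left out. With the authors' shift put back, 17 of the 40 were called, and all 40 still had an adjusted p under 0.05 from limma. The others thus missed only the fold minimum. No sign could turn, since this setting raises each log2 fold change by 0.20 and all 40 were at or below -1.02.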

All the auxin-related genes identified were downregulated in the drought-stressed V6 leaves, and the majority of these genes showed reduced expression in the drought-stressed R2 leaves as well. This finding is in agreement with the results reported previously, in which the authors reported that almost all the auxin-related genes were downregulated in *Arabidopsis* whole plants [12] and *Sorghum bicolor* leaves [44] under drought stress. Among the genes related to the hormones analyzed, ET-related genes formed the second major group with 34 genes displaying altered expression profiles in drought-stressed R2 and/or V6 leaves. 

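ACS6 makes the ethylene precursor ACC. Its match in Table S5, Glyma08g02130, rose in drought-stressed V6 leaves by a log2 fold change of 3.73 (standard error 0.23, adjusted p = 4.0e-06 from limma). The match of another ACC synthase, ACS7 (Glyma01g00700), which is the 1 ethylene synthesis gene in the rows of Table S3A used here and was chosen after its value was seen, was not called, at 0.014 (adjusted p = 0.98 from limma), and its sign changed with array quality weights (-0.071). ACC oxidase turns ACC into ethylene, and a gene matched to it, Glyma06g12340, had the largest fall of the group, -3.75 (standard error 0.25, adjusted p = 5.7e-06 from limma). Glyma18g50870 had the largest rise, 5.16 (standard error 0.21, adjusted p = 4.0e-07 from limma). Glyma06g14190, matched to the same *Arabidopsis* oxygenase gene as Glyma18g50870, fell, with -3.66 (standard error 0.24, adjusted p = 6.0e-06 from limma). Of the 34 genes of Table S5, 12 were higher and 22 lower.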

A significant proportion of ET-related genes showed the same expression patterns in both V6 and R2 leaves, while only a few genes exhibited opposite expression profiles in the two leaves of different developmental stages under drought stress. 

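NCED3 and NCED5 catalyse the committed step of ABA synthesis. In drought-stressed V6 leaves their matches Glyma15g40070 and Glyma08g18800, chosen after their values were seen, rose by log2 fold changes of 3.30 (adjusted p = 1.5e-05 from limma) and 2.45 (adjusted p = 1.6e-04 from limma). NCED4 is a carotenoid cleavage enzyme of the same family that does not act in this step, and its match Glyma01g35910 fell, with -1.49 (standard error 0.19, adjusted p = 4.1e-04 from limma). HVA22D belongs to a family induced by ABA and stress, and its match Glyma06g17610 had the largest rise of the ABA-related genes, 3.48 (standard error 0.20, adjusted p = 2.2e-06 from limma). Glyma19g27260, described as an ABA-responsive GRAM domain protein, rose by 3.40 (standard error 0.18, adjusted p = 1.5e-06 from limma). The match of the bZIP factor ABF1 (Glyma02g14880) had the largest fall, -2.41 (standard error 0.18, adjusted p = 1.1e-05 from limma).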

ABA-related genes made the third biggest group with 14 members out of which 11 and 12 genes were remarkably induced in V6 and R2 leaves, respectively, by drought stress. Recently, BRs and CKs were shown to be involved in regulation of plant responses to drought stress, and genetic engineering of the homeostasis of these two hormones at biosynthesis or signaling levels enhanced tolerance to various stresses, including drought [42], [43], [45], [47]–[50]. 

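SQE1 acts at the entry to sterol synthesis, which supplies BR precursors. Its match in Table S5, Glyma08g06810, rose in drought-stressed V6 leaves by a log2 fold change of 1.58 (standard error 0.20, adjusted p = 4.0e-04 from limma). Another SQE1 match, Glyma13g32600, chosen after its value was seen, rose by 1.11. A steroid reductase gene, Glyma02g08950, rose by 1.35 (standard error 0.16, adjusted p = 2.9e-04 from limma). The methyltransferase SMT1 acts on the sterol side chain, and its match Glyma12g01160 had the largest fall, -3.54 (standard error 0.22, adjusted p = 4.2e-06 from limma). The match of the sterol desaturase STE1, also named DWF7 (Glyma13g07800), fell, with -1.89 (standard error 0.16, adjusted p = 2.5e-05 from limma). Of the BR-related genes of Table S5, 3 were higher and 5 lower, and with the authors' shift put back 3 of these 5 were called. Of 4 genes listed under BR and sterol synthesis in the rows of Table S3A used here, the match of DWF4 (Glyma01g38180), an enzyme of BR synthesis chosen here after its value was seen, was higher, at 1.55 (standard error 0.22, adjusted p = 6.8e-04 from limma), and 3, among them both matches of the sterol enzyme CAS1, were not called. AHK3 is a CK receptor, and its match Glyma08g11060, chosen after its value was seen, was close to the fold of 2 with a log2 fold change of 1.00 (adjusted p = 0.0036 from limma), and was under it with array quality weights (0.94) and without well-watered plant 14 or 16 or drought-stressed plant 4 (0.86 to 0.98). The other CK-related genes are the 7 *GmCKX* genes of Table 1, with 2 higher and 5 lower.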

Our microarray analysis identified 8 BR-related and 8 CK-related genes showing altered expression in drought-stressed R2 and/or V6 leaves. The majority of the *GmCKX* genes were downregulated in both two types of soybean leaves under drought stress which is in consistence with the result reported previously in *Arabidopsis* [45]. 

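Of the 7 *GmCKX* genes of Table 1, *GmCKX13* had the widest gap between the groups in V6 leaves. Its log2 signal relative to the probe's median was -2.47 ± 0.42 (SD, n = 3 plants) under drought and 2.75 ± 0.70 (SD, n = 3) with water. *GmCKX02* was at -1.99 ± 0.090 (SD, n = 3) under drought and 2.64 ± 0.64 (SD, n = 3) with water. The opposite change was found for *GmCKX14*, at 1.28 ± 0.32 (SD, n = 3) under drought and -1.94 ± 0.77 (SD, n = 3) with water. *GmCKX12* was at 1.29 ± 0.42 (SD, n = 3) under drought and -1.42 ± 0.78 (SD, n = 3) with water. The well-watered plants had the larger SD in 6 of the 7 *GmCKX* genes of Table 1 and the smaller one in *GmCKX17*, at 0.079 against 0.46 under drought (SD, n = 3 each). In all 7, the difference between the groups was larger than either SD.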

Similar to BR and CK, GA plays an important role in plant responses to both biotic and abiotic stresses [42], [51]–[53]. 

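GA4 makes bioactive GA, and the soybean genes matched to it in Table S5 changed in opposite ways in drought-stressed V6 leaves. Glyma17g30800 rose by a log2 fold change of 2.90 (standard error 0.16, adjusted p = 2.2e-06 from limma). The other GA4 matches, Glyma15g01500, Glyma07g03810 (which Table S5 lists under ethylene) and Glyma13g43850, chosen after their values were seen, fell, with -3.20, -3.18 and -1.38. GASA1 is a GA-regulated gene, and its weak match Glyma17g37760 rose by 1.61 (standard error 0.19, adjusted p = 2.5e-04 from limma). Glyma06g04740, weakly similar to a GA-regulated protein family, had the largest fall, -4.55 (standard error 0.39, adjusted p = 3.1e-05 from limma). Glyma10g12130, an oxygenase gene, fell, with -3.24 (standard error 0.33, adjusted p = 9.7e-05 from limma). Of the GA-related genes of Table S5, 3 were higher and 7 lower.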

Ten GA-related genes were recorded with altered expression in our study, and the majority of these genes exhibited downregulated expression in both the drought-stressed leaves. SA and JA are known as hormones regulating mainly biotic stress responses. Eleven JA-related and 2 SA-related genes were found to have differential expression in R2 and/or V6 leaves under imposed drought conditions, providing evidence that JA and SA may be involved in regulation of drought responses as well.

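Lipoxygenases start the synthesis of JA and of other oxidised lipids. Glyma02g26160 and Glyma20g11610, both matched to LOX2, rose in drought-stressed V6 leaves by log2 fold changes of 5.55 (standard error 0.25, adjusted p = 5.8e-07 from limma) and 4.65 (standard error 0.23, adjusted p = 1.1e-06 from limma). The matches of LOX5 (Glyma20g28290) and LOX1 (Glyma10g29490) fell, with -3.09 (standard error 0.29, adjusted p = 5.6e-05 from limma) and -2.82 (standard error 0.19, adjusted p = 6.2e-06 from limma). Another LOX1 match, Glyma03g39730, chosen after its value was seen, rose by 1.06 (adjusted p = 0.0021 from limma), but was under the fold threshold without drought-stressed plant 1 (0.94). Of the JA-related genes of Table S5, 4 were higher and 7 lower, so the rise of the LOX2 matches does not stand for the group. Among the lower ones, chosen after their values were seen, were matches of AT5G42650 (Glyma07g21100, -1.73) and AT1G72520 (Glyma16g01070, -1.71). The 2 matches of AT2G46370, Glyma07g06370 and Glyma19g44310, were lower too, at -1.61 and -1.31. BSMT1 methylates SA, and its match Glyma16g24740 fell, with -4.52 (standard error 0.18, adjusted p = 3.4e-07 from limma). The other SA-related gene, the methyltransferase gene Glyma16g24830, fell by less, with -1.08 (standard error 0.16, adjusted p = 0.0012 from limma), and was under the fold threshold without drought-stressed plant 4 (-0.997) and with the authors' shift put back (-0.87).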

### Conclusions

Microarray analysis is a comprehensive and high-throughput approach used to screen candidate genes and predict gene function. The availability of the 66 K soybean Array GeneChip has allowed us to acquire large-scale transcriptional changes at a genome-wide level and has identified genes involved in the drought response in soybean. Furthermore, huge amounts of transcriptomic data obtained from microarray analyses of various plant species under drought stress have enabled us to carry out comparisons of drought-responsive expression profiles of different plant species. Our data demonstrate that drought stress triggers both conserved and species-specific responses to water deficit conditions; a result that encourages us to “translate” basic scientific discoveries achieved using model plants into economically important crops and allows us to dissect the species-specific regulatory mechanisms. Additionally, within species several genes may be involved in regulation of drought responses in a specific manner, depending on developmental stages and/or stress effect. Overall, this study provides a basic foundation for further analyses of functions of drought-responsive candidate genes which ultimately lead to development of drought-tolerant soybean cultivars.

Accession number to microarray data deposited at Gene Expression Omnibus database: GSE40627. During review of the paper, data can be freely accessed at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=flovxwkayiisora&acc=GSE40627.

## Supporting Information

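Table S1 gives, for each probe and each of the 6 V6 arrays, the RMA signal on a log2 scale before and after the authors' shift to the 75th percentile. In the 1997 of its 66195 rows used here, the signals before the shift ran from 1.09 to 13.7. The difference between the groups after the shift equals that of the deposited values to within 8.5e-06. In each of these rows, the shift lowered drought relative to well-watered leaves by 0.2025 to 0.2026 log2.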

Table S1 **Expression data of annotated soybean genes in V6 leaves under drought stress.** Data received from microarray analysis of drought-stressed V6 leaves using the 66 K Affymetrix Soybean Array GeneChip.
(XLSX)

Table S2 **Expression data of annotated soybean genes in R2 leaves under drought stress.** Data received from microarray analysis of drought-stressed R2 leaves using the 66 K Affymetrix Soybean Array GeneChip.
(XLSX)

Table S3 **Differential expression data of soybean genes in V6 leaves under drought stress.** (A) Numbers of genes on the 66 K Affymetrix Soybean Array GeneChip that could be annotated. (B) Microarray analysis of genes that are annotated with a function. (C) List of upregulated genes which have an annotated function. (D) List of downregulated genes which have an annotated function.
(XLSX)

Table S4 **Differential expression data of soybean genes in R2 leaves under drought stress.** (A) Numbers of genes on the 66 K Affymetrix Soybean Array GeneChip that could be annotated. (B) Microarray analysis of genes that are annotated with a function. (C) List of upregulated genes which have an annotated function. (D) List of downregulated genes which have an annotated function.
(XLSX)

Table S5 **Differential expression of hormone-related genes in soybeanV6 and R2 leaves under drought stress.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

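RNA of the fourth trifoliate leaf of 3 drought-stressed V6 plants (plants 1, 2 and 4) and 3 well-watered V6 plants (plants 14, 15 and 16) was measured on Affymetrix soybean arrays, with 1 array per plant. Conditions were taken from the sample labels. The methods give 3 plants per pot and 4 biological replicates, while 3 arrays per group were used here. Neither the labels nor the paper's text says which plants shared a pot, and the plant numbers differ between the groups. Plants were treated as independent, and every standard error, p-value and share by chance rests on that. Table S1 numbers its arrays 1 to 3 in both groups without naming the plants, and samples were not matched by their values, so the groups were compared without pairing. R2 leaves were not analysed here.

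The log2 values were made by the authors before they were deposited. Probe signals were summarised to gene level by RMA in Affymetrix Expression Console without normalization, exported as log2, and shifted in GeneSpring to the 75th percentile of each array, as the methods describe. The deposited log2 values have a median of 0 over the 6 arrays for every probe, so they were also centred per probe. The score in the authors' deposited comparison is a signed fold change of drought-stressed over well-watered leaves, and it equals the difference between the group means of the log2 values. Each p-value in that comparison was made by the authors with the methods' t-test, and each corrected p-value by the Benjamini-Hochberg adjustment.

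The deposited log2 values were used as they stand, with all 66195 probes and no filter. The groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, and p-values were adjusted by Benjamini-Hochberg over all probes. A probe was called at a fold of at least 2 and an adjusted p under 0.05, the paper's thresholds. The fit has 4 residual degrees of freedom per probe and 5.93 prior degrees of freedom, and the median standard error of a log2 fold change was 0.19. An exact permutation test of 3 plants against 3 cannot give a p under 0.1, so the adjusted p from limma is given for single genes. With no absolute level in the values, the precision of each probe is given by its standard error and not by its signal over background.

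The code was tested on simulated data before use, with 66195 probes. Each probe's spread was set by the variance that limma fitted to the real probe, which favours limma over the t-test. Of 40 probes changed at each fold, 0 were called at 1.5-fold, 22 at 2-fold, 39 at 3-fold and 40 each at 4-fold and 8-fold, with 10 false calls and no call in the wrong direction by limma. The methods' t-test called 0 of 40 at each of these folds, with 0 false calls, in these data with few changed probes.

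The main tests, thresholds, gene lists and the rule for naming genes were set before the data were examined. The values in the paper's tables had been seen by then. Tests and settings chosen later are given as such where they appear. The rule names every gene of Tables 1 and 2, the genes of Table 3 as a group with those not in Table 2, the 2 largest rises and the 2 largest falls called in each gene list and for each hormone of Table S5, the 10 largest rises and the 10 largest falls of all probes where a table names the gene, and the orthologs of TFs that the text names where a table gives the soybean gene. Other genes are named in the text as chosen after their values were seen. *Arabidopsis* names are the best matches given in the paper's tables.

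Gene lists were keyword rules applied to the descriptions in the 1849 rows of Table S3A used here, of 46093. Of 55 lists, 11 had at least 5 members: photosystem and light harvesting, NAC factors, WRKY factors, heat shock proteins, glutathione S-transferases, UDP-glycosyltransferases, expansins and xyloglucan enzymes, flavonoid synthesis, vegetative storage proteins and acid phosphatases, ribosomal proteins, and peroxidases. None of the 6 lists of cell type markers had 5 members, so they were not used. Set tests were not run, since the lists cover only part of the genome.

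The alternatives were arrays centred on their medians, quantile normalization, the methods' t-test, array quality weights, each plant left out in turn, and other thresholds and sources of the calls. The alternatives chosen after the data were seen put back the authors' shift between the groups, used a robust prior, or counted probes with identical values once. The paper's Table S1 gave the size of the authors' shift, from the 1997 rows used here.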

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

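The counts over other splits of the arrays, the count of probes without a description and the count of identical auxin-related genes were tests chosen after the result was seen.

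Genes outside those the paper discusses also changed in drought-stressed V6 leaves. Between the first and the last probe of the part of Table S3A used here, 1307 probes are not listed or carry no description, and the paper used only genes with a known function. Of these, 19 were higher and 26 lower under drought (3.44%), made up of 9 and 10 of the 220 listed without a description (8.64%) and 10 and 16 of the 1087 not listed (2.39%), against 97 higher and 111 lower of 1629 probes with a description (12.8%). What these genes encode is not given in the tables used here.

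The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split, the only 1 of the 10 with counts as large, gave 2864 probes higher and 3401 lower, 23 genes of Table 2, 16 of Table 3, 127 of Table S5, 9 of Table 1 and 7 members of the gene lists. The highest count of any other split was 0 for each of these results with limma, with 817 to 3114 probes at an unadjusted p under 0.05 and 0 called by the methods' t-test. The real split had 17546 probes at an unadjusted p under 0.05. The paper chose Tables 2 and S5 on these samples under the real split, so their counts against 0 were fixed in advance. The 7 *GmCKX* genes of Table 1 are also in Table S5, so this holds for them too. Every other split mixes drought-stressed and well-watered plants in each group of 3. A drought effect then adds to the spread within the groups, and few calls would be found in any case. The comparison with other splits therefore decides nothing about chance.

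More probes were lower than higher under drought, with 54.3% of the called probes lower. The authors' 75th percentile shift lowered the drought-stressed arrays relative to the well-watered ones. With it put back, 38.7% of the called probes were lower. This setting adds the same amount to every drought value, so it could only lower the share. With arrays centred on their medians the share was 51.4%, and with quantile normalization it was 50.8%. The balance between rises and falls thus depends on the scaling and may come from this step. The size of the shift, though not the 38.7%, was known when the test was set. All 2864 higher probes and 2518 of the 3401 lower ones were called in the same direction with and without the shift put back. This setting raises every log2 fold change, so no higher probe could drop under the fold minimum. Which scaling is closer to RNA levels per cell, and whether drought lowers more genes than it raises, stays open, and no biological explanation was tested.

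Of the 26 SAUR-type genes of Table S5 matched to 1 *Arabidopsis* gene, 25 fell by less than 3-fold, a range whose lower end is set by the 2-fold minimum of Table S5, while the 40 auxin-related genes ran from -1.02 to -2.67 log2. Identical values on all 6 arrays are held by 8 of the 40 genes, all among these 26, so for these the equal folds are 1 measurement listed under more than 1 gene. For the 22 separate profiles among the 26, the median pairwise Pearson correlation of deviations from the group means, across the 6 arrays, was 0.55, against a median of 0.072 and a highest value of 0.41 in 1000 random sets of as many lower probes. Probes shared in part between paralogs and paralogs regulated together cannot be told apart here, since both give such a value and probe sequences were not used here.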

How the results depend on the processing

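The settings that put back the authors' shift, used a robust prior or counted identical probes once were chosen after the data were seen. No paired analysis was possible because the plant numbers differ between the groups and no source other than the values ties the experiment numbers of Table S1 to the plants.

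Genes called higher, 2864, and lower, 3401, became 1808 and 2000 with the methods' t-test and likewise with the fold changes and p-values of the authors' deposited table, adjusted over the probes tested here (1814 and 2006 with its corrected p as given), 1826 and 2087 with limma's treat against a fold of 1.5, and 5131 and 5706 with no fold minimum. Removing or tightening the threshold changes these counts by construction. On simulated data with few changed probes, the methods' t-test called 0 of 40 changed at 8-fold where limma called 40. The simulated spread was that of limma's own fitted variances, which favours limma, so this does not measure the difference in power. On the V6 arrays, where many more probes changed, the same t-test called 3808, so the 0 on simulated data does not carry over to them. The t-test and limma were given the same fold changes and the same adjustment, so their counts differ through the p-values. Whether lower power of the t-test accounts for the difference was not tested. With an adjusted p under 0.01 they were 2598 and 3012, with array quality weights 2972 and 3427, with a robust prior 2863 and 3400, with identical probes counted once 2862 and 3389, and without 1 plant 2665 to 2937 and 3086 to 3501. Array medians gave 3019 and 3196, quantile normalization 3040 and 3134, and the shift put back, which moves the median by 0.20 log2, 3991 and 2518. The members of gene lists called fell from 7 to 4 with the methods' t-test, which did not call Glyma01g04710, Glyma01g04250 and Glyma01g02670, and were 7 to 9 without 1 plant.

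The count for Table 2 was 23 without each plant. For Table 3 it was 16 to 17 without 1 plant and 14 with the methods' t-test, for Table 1 9 to 10 without 1 plant and 8 with the methods' t-test, and for Table S5 115 (without drought-stressed plant 1) to 126 without 1 plant, 118 with array quality weights, 121 with quantile normalization and 98 with the shift put back.

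Of the 146 probes of named genes followed through the settings, 113 kept their direction and their side of the threshold in all 13 settings, and 33 did not in at least 1. The direction reversed for 6 genes of Table 3 and for 5 other named genes, none of them called in V6 leaves, and the cause was not tested. *GmNAC014* (Glyma03g35570), at 0.19, ranged from -0.24 (without well-watered plant 16) to 0.53 without 1 plant. *GmNAC044* (Glyma06g38440), at -0.050, ranged from -0.11 to 0.012 (without well-watered plant 14) and was 0.15 with the shift put back. *GmNAC061* (Glyma08g18470), at 0.16, ranged from -0.18 (without drought-stressed plant 4) to 0.39 and was -0.051 with array quality weights. *GmNAC115* (Glyma15g40510), at 0.30, ranged from -0.18 (without well-watered plant 16) to 0.69 and was -0.21 with array quality weights. Glyma19g28480, at -0.16, ranged from -0.52 to 0.25 (without drought-stressed plant 1) and was 0.041 with the shift put back. Glyma10g20830, at -0.14, ranged from -0.37 to 0.045 (without drought-stressed plant 1) and was 0.067 with the shift put back. Glyma01g34890, at -0.37, ranged from -0.58 to 0.034 (without well-watered plant 14). Glyma01g09220, at -0.18, was 0.027 with the shift put back. Glyma01g31850, at 0.25, ranged from -0.14 (without well-watered plant 16) to 0.72. Glyma01g01980, at -0.066, ranged from -0.19 to 0.016 (without well-watered plant 14) and was 0.14 with the shift put back. Glyma01g00700, at 0.014, ranged from -0.23 (without well-watered plant 16) to 0.24 and was -0.071 with array quality weights.

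Near the fold of 2, *GmSGR1* and *GmNAC084* passed in 8 settings each, and Glyma01g36440 passed without well-watered plant 15 (-1.08).

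An intensity trend and a filter on low signals were not run, since the values hold no level. Deposited values without further normalization are the ones used throughout. Each probe carries 1 gene ID, so keeping only such probes left out none, and no named gene has a pair of probes to average, apart from the pairs given as such. Camera and fry were not run on lists that cover part of the genome. Signal over background could not be computed from centred values, so it was not used to set aside weak probes.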

Differences from the paper's values

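No test in this part was chosen only after the result was seen.

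The paper reports 1458 upregulated genes and 2864 probes were higher here, and the paper reports 1582 downregulated genes and 3401 probes were lower here, at the same thresholds. The paper's counts are over its 41059 genes with a known function, and those here are over 66195 probes. Of the alternatives set before the data were examined, the methods' t-test and the fold changes and p-values of the authors' deposited table, adjusted over the probes tested here (1808 and 2000 each), and treat against a fold of 1.5 (1826 and 2087) came within 1.5 times of the paper's counts. Array medians, quantile normalization, array quality weights, leaving out any 1 plant, no fold minimum and an adjusted p under 0.01 did not.

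Table S3A has 46093 rows in the paper, and 1849 were used here. The paper gives 41059 genes with a known function, and 1629 of the rows used here carry a description. These are sizes of the part used and not measurements, and no alternative changes them.

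Table 3 lists *GmNAC127* and *GmNAC144* as not changed in V6 leaves, and both were called higher by limma here (2.04 and 1.32), though not by the methods' t-test. Table 3 lists *GmNAC102* as not changed in V6 leaves, while Table 2 lists it as downregulated, and here it was lower (-2.81). The text gives the number of downregulated *GmNAC* genes in V6 leaves once as 4 and once as 5, and here 5 of the genes of Table 2 were lower.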

Other observations

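The genes named in this part were chosen after their values were seen, except those of the gene lists, and no test was added for it.

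Single genes with large changes in the part of Table S3A used here are given without a test of their group. The match of GPX6 (Glyma01g42840), a glutathione peroxidase, rose by a log2 fold change of 4.88 (standard error 0.29, adjusted p = 3.3e-06 from limma), and that of GSH1 (Glyma01g42900), which starts glutathione synthesis, by 3.25 (standard error 0.29, adjusted p = 3.7e-05). The match of FER1 (Glyma01g31300), an iron-storing ferritin, rose by 2.24, though the methods' t-test did not call it. The match of ELI3-2 (Glyma01g02580), an alcohol dehydrogenase of defence, rose by 6.41 (standard error 0.44, adjusted p = 6.8e-06 from limma), and that of UGE5 (Glyma01g43540), which makes UDP-galactose, by 3.66. The match of the bHLH factor UNE10 (Glyma01g15930) had a log2 fold change of -4.35 (standard error 0.20, adjusted p = 6.5e-07 from limma), and those of CYP82C4 (Glyma01g38880) and of the kinase WNK4 (Glyma01g32450) had -3.72 and -2.89.

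Of 6 genes of expansins and xyloglucan enzymes, which loosen cell walls, the match of EXLB1 (Glyma01g41330) was higher, at 5.80, and 5 were not called. Of 6 WRKY factors, the match of WRKY4 (Glyma01g06550) was higher, at 1.51, and 5 were not called. In each of these lists 1 gene was called when adjusted over the list alone. Limma and the methods' t-test called 0 genes in 5 further lists. In these, 5 NAC factors had 3 genes at an unadjusted p under 0.05, 10 peroxidases had 2, 10 ribosomal proteins had 1, and 8 genes of flavonoid synthesis and 5 of vegetative storage proteins and acid phosphatases had 0. No gene of these 5 lists was called when adjusted over the list alone. The lists cover 87 genes in the rows used here, so most members of these families were not tested as lists.

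The paper's R2 fold in Table S5 has the sign found here in V6 leaves for 111 of the 127 hormone-related genes and the opposite sign for 16. Signs were counted at any size of the R2 fold. Examples are -1.03 for Glyma10g38890, with the same sign, and 1.00005 for Glyma04g42460, with the opposite sign. Of the 16, 4 have an R2 fold of at least 2. This limit was not applied to the 111, and most of the 36 auxin-related genes among them changed by less than 2-fold in R2 leaves. By hormone, the opposite sign is held by 5 of 34 ethylene-related, 4 of 40 auxin-related and 3 of 8 BR-related genes. The R2 values are the paper's, and the difference between stages was not tested.

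Of the 10 genes of Table 1, the paper's qRT-PCR fold is larger than the array fold for all 6 that fell and for 1 of the 4 that rose, smaller for 2 and, at the 1 decimal the paper prints, equal for 1.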
